A study of Mus musculus with 6 samples. Its data were reported in "Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF" (2024).

How the data were processed

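Amplicon single-molecule footprinting (SMF, also called NOMe-seq) was analysed in mouse embryonic stem (ES) cells, with 3 replicates of wild-type (WT) cells and 3 replicates of cells carrying a deletion of Bptf (BptfΔ). BPTF is the largest subunit of the nucleosome remodelling factor NURF. In SMF, nuclei are treated with the GpC methyltransferase M.CviPI, which methylates cytosines in GpC context where the DNA is accessible. DNA held by a nucleosome or by a bound factor is protected, and bisulfite sequencing of PCR amplicons then reads the methylation of each cytosine. According to the study's methods, the authors trimmed reads with Trimmomatic, aligned them to mm10 in bisulfite mode with QuasR and counted methylation with qMeth, keeping GpC cytosines outside GCG and CCG contexts.

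The deposited table gives the methylation fraction of each cytosine in each library, between 0 and 1, without scaling between libraries. The replicates are not pooled in it. The deposited position is of another kind: it counts bp along an amplicon window. The table used here gives fractions alone, so the depth behind each value is unknown, and no counting interval or detection floor was computed. Fractions resting on few molecules therefore had the same weight as fractions resting on many. PCR duplicates could not be removed or counted at this stage.

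The table lists 195 cytosines in 8 amplicons, with 18 to 30 cytosines per amplicon spanning 257 to 368 bp. The spacing of the listed positions was matched to GRCm38 (the assembly also called mm10) on the chromosome that each amplicon names, on either strand. All 195 positions fell on GC dinucleotides at 1 place per amplicon, and no other place on the same chromosome held more than 63.2% of an amplicon's cytosines on GC. Other chromosomes were not searched. The 14 GC dinucleotides within the spans that are absent from the list were all GCG, and no listed cytosine was GCG. For 6 of the 8 amplicons the position label in the table lay outside the matched span, by 74489 to 1930131 bp from the motif, so the coordinates given here are those of the match and not those of the label. Genes were read from the GENCODE M21 annotation, and the gene nearest to 1 of the intergenic motifs is not reported here.

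The CTCF motif was placed at the best match on either strand to the 19 bp consensus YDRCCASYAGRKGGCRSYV within the listed span. At the chr16 and chr5 amplicons the best match held 16 of 19 positions and the next best 15. The motif centre fell at position 250 or 251 of the window in all 8 amplicons, these included. Cytosines within 15 bp of the motif centre were taken as the footprint, and cytosines 20 to 100 bp from it as the flank. Cytosines over 100 bp away are called outer below. The SMF signal was computed as 100 × (1 − GpC methylation), in percent, so a high signal means protection. Footprint height is the footprint signal minus the flank signal.

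The 181 cytosines with a value in all 6 libraries were tested, and the 14 others were left out. Design and tests were fixed before the data were examined, but after the study, including its plots of SMF profiles, had been read. A count model would have been used had coverage been given. For fractions the design named limma (version 3.58.1, R 4.3.3; lmFit and eBayes) on log2(f/(1 − f)), with f kept within 0.01 and 0.99 and the sign turned so that a positive change is a gain of protection in BptfΔ. Amplicon means, footprints, flanks and heights were averaged over cytosines on this scale per library and tested with limma as 4 families of 8 amplicons. Benjamini-Hochberg adjustment was applied within each family, and a call is an adjusted p under 0.05. Levels and differences are printed on the percent scale as mean ± SD. Two-sided exact permutation tests of 3 against 3 values accompany them, and these cannot go below p = 0.1. Cytosines of 1 amplicon are read from the same molecules and are not independent, so statements about a locus rest on the amplicon values. The cytosines named individually are those nearest each motif centre and, per amplicon, the called cytosine with the largest difference and no overlap between genotypes.

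The limma step was tested on simulated data for 181 cytosines with the observed WT means and replicate spreads. Of 50 cytosines changed by 2 log2 units of odds, 74% were called with the right sign, and 2.29% of the unchanged cytosines were called. With no change simulated, 0 cytosines were called. The simulated cytosines were independent of each other, which the measured ones are not. Alternatives covered the width and centre of the footprint, the width of the flank, the scale, a correction for the overall level of each library, a minimum difference, a replicate block, equal weight for amplicons and leaving out each library. Figures were drawn with matplotlib 3.10.9.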

Results

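To ask how loss of BPTF affects CTCF footprints and the accessibility beside them, SMF signals were compared between 3 WT and 3 BptfΔ replicates at 8 loci. The study tested selected loci of several classes, by their CTCF ChIP-seq and ATAC-seq signals. It describes an unbound site, sites with unchanged signals and sites where CTCF binding was lost. It also describes sites that kept CTCF but lost accessibility. These classes were not assigned to the 8 loci here, so values pooled over loci mix them. The mean SMF signal over the 181 tested cytosines was 56.2%, 56.2% and 56.6% in WT replicates 1 to 3, and 66.5%, 65.8% and 64.2% in the BptfΔ replicates. Values were missing at 14, 2 and 3 of the 195 cytosines in the WT libraries and at 7, 8 and 4 in the BptfΔ libraries. The depth behind the fractions is unknown, and at the chr19 amplicon and the chr4 amplicon at 131.5 Mb some tested cytosines of a library shared exactly the same fraction. The median SD between replicates was 2.60 percentage points per cytosine in WT and 4.14 in BptfΔ. No library duplicated another, as WT libraries differed from each other by 4.42 to 5.15 points per cytosine on average, and BptfΔ libraries by 5.77 to 8.07 points. Libraries of different genotype differed by 17.7 to 20.7 points. Without WT replicate 2, the WT median SD was 1.60 points.

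The loci are given by their CTCF motif in GRCm38, with the motif read 5′ to 3′ on its own strand. The chr16 motif (chromosome 16, 35229284 to 35229302, minus strand) reads CAGCCAGGGGAGGGCATCA, matches the consensus at 16 of 19 positions and lies in an intron of Adcy5. On chromosome 4 there are 3 loci. The motif at 127.3 Mb (127324981 to 127324999, minus strand) reads TGGCCACCAGAGGGCGCTG, matches all 19 positions and is intergenic. The motif at 131.5 Mb (131486975 to 131486993, minus strand) reads TAGCCTGTAGGTGGCGCTG, matches 18 positions and is intergenic, 351304 bp from the start of Ptpru. The motif at 155.1 Mb (155054844 to 155054862, minus strand) reads CCTCCAGCAGGGGGCGCTG, matches 17 positions and lies in an intron of Plch2.

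The chr1 motif (chromosome 1, 157560738 to 157560756, minus strand) reads TGACCACAAGGTGGAGCTG, matches 17 positions and overlaps a coding exon of Sec16b. The chr19 motif (chromosome 19, 37509920 to 37509938, minus strand) reads CGACCTCTAGAGGGCGCCC, matches 18 positions and is intergenic, 40489 bp from the start of Exoc6. The chr3 motif (chromosome 3, 9709100 to 9709118, plus strand) reads TGCCCAGTAGGTGGCGATG, matches 17 positions and lies in an intron of Pag1. The chr5 motif (chromosome 5, 143312122 to 143312140, plus strand) reads CCAGCACTAGAGGGCAGAA and matches 16 positions. It lies in E130309D02Rik, where 1 of 4 overlapping transcripts has a noncoding exon.

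Across the 181 cytosines, limma with Benjamini-Hochberg adjustment called 58 with a higher and 26 with a lower SMF signal in BptfΔ. In 100 cytosines (55.2%) the genotypes did not overlap, where chance gives 10%. Of the 84 called cytosines, 54 gained and 21 lost at least 10 points. Calls depended on position. Of 85 flank cytosines, 53 were called higher and 0 lower, with 0 lower at an unadjusted p under 0.05. Of 25 footprint cytosines, 0 were called higher, also 0 at an unadjusted p under 0.05, and 4 were called lower. Of 67 outer cytosines, 3 were called higher and 22 lower. The remaining 4 cytosines lay between footprint and flank, and 2 of them were called higher. The count of lower calls moved most, to 15, without BptfΔ replicate 1 and without BptfΔ replicate 2, and was 17 without BptfΔ replicate 3.

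Averaged by distance from the motif centre, the signal within 15 bp was 91.3% ± 0.329 in WT and 89.1% ± 1.68 in BptfΔ (SD, n = 3 each; exact permutation p = 0.1). From 16 to 50 bp it rose from 24.6% ± 0.948 to 55.2% ± 2.08, and from 51 to 100 bp from 35.6% ± 0.171 to 57.6% ± 2.58. Beyond 100 bp the signal was lower in BptfΔ, with a difference of −8.74 points. Each of these comparisons had an exact permutation p of 0.1, the smallest the design allows. Leaving out the chr16 amplicon, an alternative chosen after seeing the data, moved the 16 to 50 bp difference most, from 30.6 to 34.1 points. With 1 library left out, the small difference within 15 bp ranged from −2.99 to −1.31 points.

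**Figure D1:**
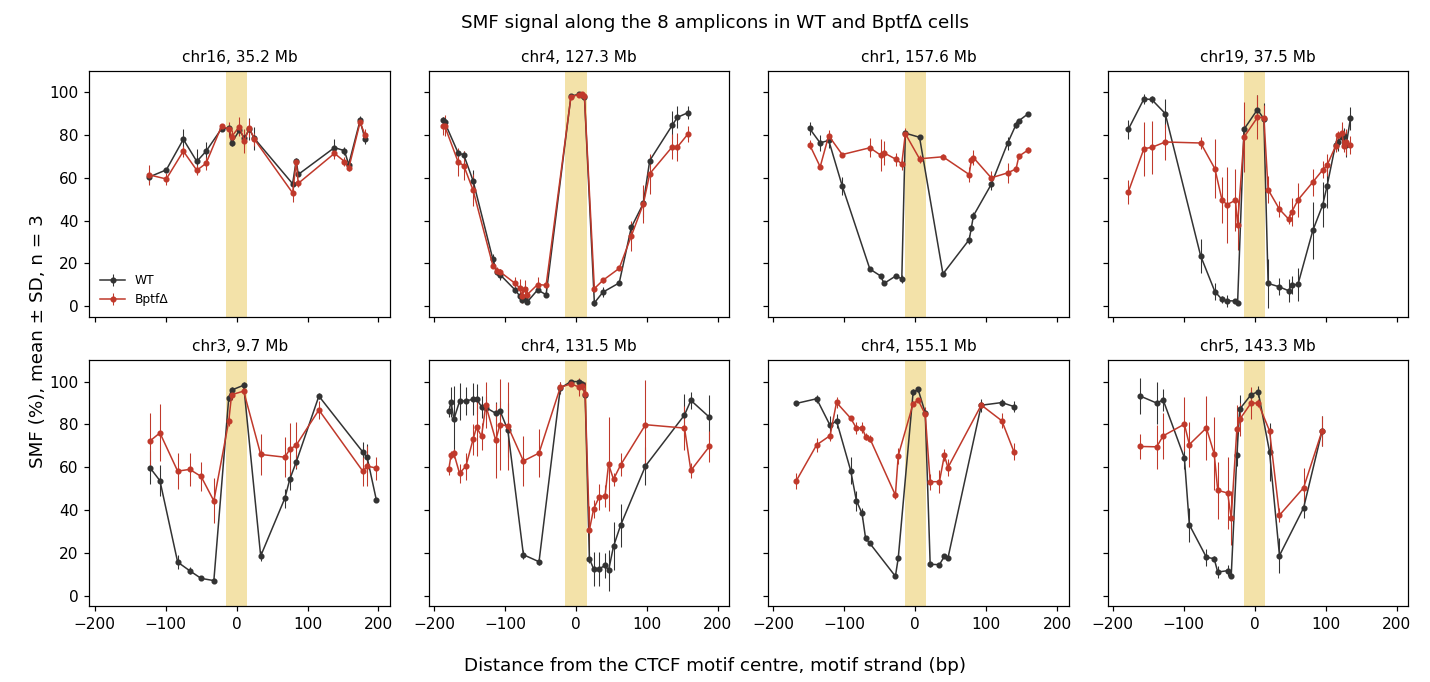
SMF signal (%) of each tested cytosine against its distance in bp from the CTCF motif centre, on the motif strand, in the 8 amplicons. Points are means of 3 replicates of WT (black) or BptfΔ (red), bars are the SD and the shaded band is the footprint within 15 bp of the centre. Flank signals were higher in BptfΔ at 7 amplicons, by as little as 3.19 points at the chr4 amplicon at 127.3 Mb, and the chr16 flank stood at 70.0% in WT and 66.9% in BptfΔ.

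Mean signals over whole amplicons were then compared. The limma test with Benjamini-Hochberg adjustment called 5 of 8 amplicons, each with a higher signal in BptfΔ. The chr1 amplicon rose from 52.1% ± 0.62 to 69.6% ± 0.858 (adjusted p = 3.3e-05), and the chr4 amplicon at 155.1 Mb from 55.8% ± 0.957 to 72.6% ± 0.222 (limma adjusted p = 5.71e-05). The chr3 amplicon rose from 52.5% ± 1.1 to 68.9% ± 2.28 and the chr19 amplicon from 49.2% ± 1.63 to 64.6% ± 2.92. The chr5 amplicon rose from 54.7% ± 1.38 to 68.0% ± 5.40 with a limma adjusted p of 0.0399. Its call was lost in 4 of the 6 fits that left out 1 library, namely without WT replicate 1, 2 or 3 or without BptfΔ replicate 3, with differences between 12.6 and 14 points, and with wider limits on the fraction (0.001 from either end). The chr16 mean was 73.6% ± 0.258 in WT and 72.0% ± 0.576 in BptfΔ, and was called (a lower signal in BptfΔ) only without BptfΔ replicate 1, with a difference of −1.93 points. The chr4 amplicon at 127.3 Mb had means of 46.1% ± 0.792 and 45.3% ± 3.17, with a change of 0.17 on the log2 odds scale. The chr4 amplicon at 131.5 Mb had means of 67.3% ± 1.4 and 69.9% ± 1.33, but its change on the log2 odds scale was −0.02. At both of these amplicons the direction thus depended on the scale, and neither was called.

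The footprint itself was compared next. Limma called 0 of 8 amplicons after Benjamini-Hochberg adjustment, and 2 had an unadjusted p under 0.05. At the chr4 amplicon at 155.1 Mb the footprint was 92.3% ± 0.924 in WT and 88.6% ± 1.07 in BptfΔ, and at the chr3 amplicon 95.6% ± 1.56 and 90.3% ± 1.68. Both had a limma adjusted p of 0.0707 and no overlap between genotypes. The chr1 footprint was 79.9% ± 0.961 and 74.8% ± 1.26, and the chr5 footprint 94.6% ± 1.43 and 90.0% ± 4.29, again without overlap. Across the fits that left out 1 library the chr5 difference ranged from −6.08 to −2.16 points. It was smallest in size without BptfΔ replicate 3, which stood at 85.0% against 92.9% and 92.0% in BptfΔ replicates 1 and 2. Differences were within the replicate spread at the chr4 amplicons at 131.5 Mb (98.2% ± 0.777 and 97.1% ± 2.52) and 127.3 Mb (98.4% ± 0.643 and 98.5% ± 0.699) and at the chr16 amplicon (80.1% ± 1.61 and 80.8% ± 4.20). The chr19 footprint was 87.4% ± 5.23 and 85.1% ± 10.7. That comparison rested on BptfΔ replicate 3 at 72.9%, since without it BptfΔ was higher than WT by 3.87 points. The count of called footprints was 4 when the centre was put at the cytosine with the highest WT signal and 4 with a footprint of 25 bp, the settings that moved it most.

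In the flank, limma called all 8 amplicons, 7 with a higher and 1 with a lower signal in BptfΔ. The signal rose from 22.7% ± 0.506 to 69.3% ± 1.70 at the chr1 amplicon (Benjamini-Hochberg adjusted p = 6.72e-07) and from 31.1% ± 1.12 to 68.4% ± 0.302 at the chr4 amplicon at 155.1 Mb (limma adjusted p = 6.2e-07). It rose from 13.3% ± 4.68 to 52.2% ± 6.41 at the chr19 amplicon, from 27.9% ± 2.11 to 60.8% ± 5.23 at the chr3 amplicon, from 34.3% ± 4.97 to 63.3% ± 5.18 at the chr4 amplicon at 131.5 Mb and from 40.1% ± 3.33 to 63.9% ± 6.70 at the chr5 amplicon. These 6 differences, from 23.8 to 46.5 points, exceeded the replicate spread, with no overlap between genotypes. The 2 other loci changed little. At the chr4 amplicon at 127.3 Mb the flank was 11.5% ± 0.459 in WT and 14.7% ± 3.35 in BptfΔ, with overlapping replicates (exact permutation p = 0.2; limma adjusted p = 0.0231). Across the 6 fits that left out 1 library, this difference ranged from 1.31 to 4.53 points. The call was lost without WT replicate 1 (3.06 points), without WT replicate 2 (3.45 points), on the percent scale and with fractions kept within 0.05 and 0.95. At the chr16 amplicon the flank was 70.0% ± 1.01 and 66.9% ± 0.414 (limma adjusted p = 0.0231). That call was lost without WT replicate 2 (−2.95 points), WT replicate 3 (−2.68 points) or BptfΔ replicate 1 (−2.96 points), with a flank of 20 to 60 bp and with the centre at the WT peak.

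**Figure D2:**
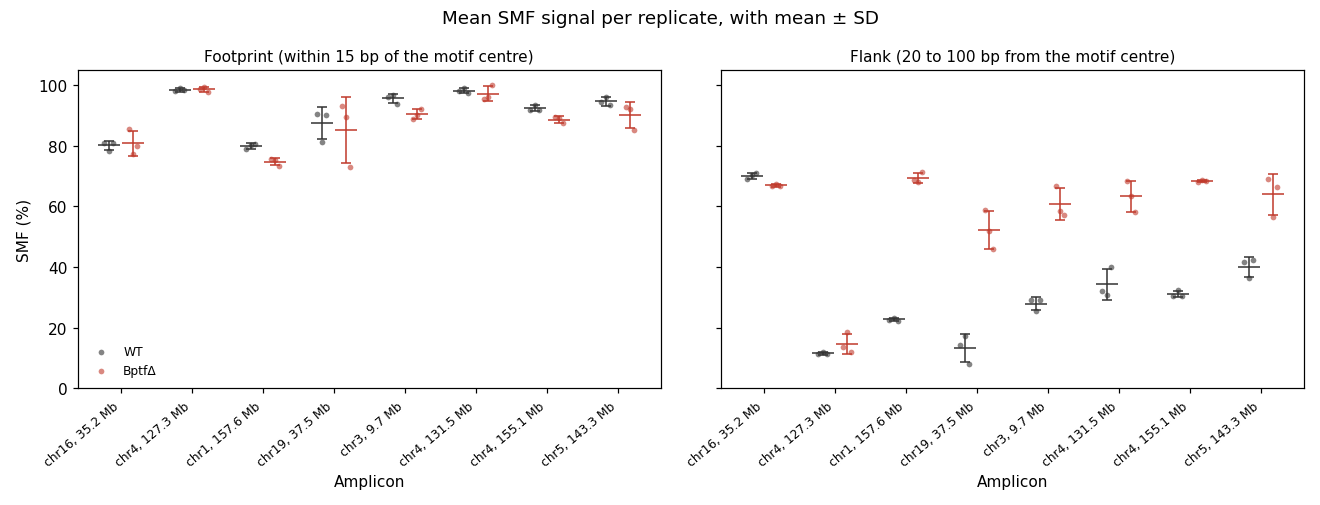
SMF signal (%) averaged over footprint cytosines (left) and flank cytosines (right) at each of the 8 amplicons. Points are the 3 replicates of WT (black) or BptfΔ (red), with horizontal marks at the mean and bars for the SD. Flank means rose by 23.8 to 46.5 points at 6 amplicons, while the footprint differences at the 8 amplicons ran from −5.28 to 0.70 points.

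Footprint height, the footprint minus the flank, tests whether footprint and flank changed by different amounts. For sites that kept CTCF the study reports that the footprint kept a similar height, which need not mean footprint minus flank. The footprint itself differed by only −5.28 to 0.70 points at the 8 amplicons. A large fall in height here thus comes mostly from the flank. Height was lower in BptfΔ at 6 of 8 amplicons (limma with Benjamini-Hochberg adjustment). At the chr1 amplicon it fell from 57.2 ± 1.04 to 5.47 ± 2.95 points (limma adjusted p = 3.69e-05), so that the footprint hardly stood out from the flank. At the other 5 amplicons the height stayed well above the replicate spread in BptfΔ. It was 61.2 ± 0.203 and 20.2 ± 1.05 points at the chr4 amplicon at 155.1 Mb, 67.7 ± 3.39 and 29.5 ± 6.70 at the chr3 amplicon, and 74.1 ± 9.23 and 32.9 ± 5.33 at the chr19 amplicon. It was 54.5 ± 4.71 and 26.0 ± 8.67 points at the chr5 amplicon, and 63.9 ± 5.63 and 33.8 ± 7.55 at the chr4 amplicon at 131.5 Mb, whose call (limma adjusted p = 0.0143) was lost without WT replicate 2 (−27.9 points), without BptfΔ replicate 2 (−29.5 points) and with wider limits on the fraction (0.001 from either end). Heights were not called at the chr4 amplicon at 127.3 Mb (86.9 ± 0.228 and 83.8 ± 2.70, limma adjusted p = 0.0765) or the chr16 amplicon (10.05 ± 2.09 and 13.8 ± 4.54, limma adjusted p = 0.377). With 1 library left out, their height differences ranged from −4.06 to −1.54 points at 127.3 Mb and from 1.35 to 5.84 at chr16. These 2 loci were compared with the other 6 after their values had been seen. The mean flank of the 6 loci gained 31.6 points relative to the chr4 amplicon at 127.3 Mb and 37.8 relative to the chr16 amplicon. Each contrast had an exact permutation p of 0.1. The loci were grouped by the changes compared, so this p cannot test whether they differ, and only the sizes are given.

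Single cytosines showed the size of the flank changes. The largest difference was at the chr1 cytosine at position 157560791, 44 bp upstream of the motif centre, where the signal rose from 10.7% ± 0.934 to 71.7% ± 5.67 (limma adjusted p = 8.76e-05). The chr5 cytosine at 143312063 rose from 18% ± 3.95 to 78.3% ± 14.9, nearly as much as the chr1 cytosine (60.4 against 61.0 points). The order of these cytosines was not firm. The chr5 difference was the larger without WT replicate 1 (62.3 against 61.4 points) and without WT replicate 2 (60.6 against 60.5 points). The chr19 cytosine at 37509985 rose from 6.86% ± 3.82 to 64.2% ± 13.9. On chromosome 4, the cytosine at 131487036 rose from 15.9% ± 1.5 to 66.6% ± 11.1, and that at 155054917 from 24.4% ± 0.939 to 73.4% ± 1.60. The chr3 cytosine at 9709059 rose from 8.09% ± 0.779 to 55.7% ± 6.70. At the chr4 amplicon at 127.3 Mb, the selected cytosine at 127324847 is an outer one and fell from 88.2% ± 5.08 to 74.4% ± 6.41 (limma adjusted p = 0.0353), a call that was lost in 5 of the 6 fits that left out 1 library. No cytosine of the chr16 amplicon was called, with 0 of 20 at an unadjusted p under 0.05.

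Of the 8 cytosines nearest the motif centres, 2 were called. The chr1 cytosine at 157560741 fell from 78.9% ± 0.906 to 68.9% ± 1.95 (limma adjusted p = 0.0178), a call lost without WT replicate 3 (−9.60 points). The chr4 cytosine at 155054856 fell from 95.2% ± 1.57 to 89.7% ± 1.12 (limma adjusted p = 0.0224), a call lost without any 1 of the 3 BptfΔ replicates and on the percent scale. The other 6 differed by −3.91 to 1.70 points and were not called.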

Values the study reported

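The study reported that 47.5% of the regions that lost accessibility in both the Bptf and the Snf2h deletion were bound by CTCF. It also reported 15,865 CTCF sites whose binding varied by less than 20% in either direction upon BPTF deletion.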

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

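The percent scale for cytosines, the other limits on the fraction, the inclusion of cytosines with 1 missing value per genotype and the omission of the chr16 amplicon were chosen after seeing the data, as was the split of flank calls by direction. A robust eBayes step, also added then, called the same 84 cytosines. Planned tests that need coverage (edgeR, a quasi-binomial model, Fisher's exact test, pseudocounts, coverage minima and means weighted by coverage), CpG methylation and another amplicon gap were not run, since the table used here gives fractions of GpC cytosines and names its amplicons.

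The higher cytosine calls numbered 48 to 60 under every alternative, and the flank was called higher at 6 or 7 amplicons. Amplicon means were called at 4 to 6 amplicons and lower heights at 5 to 7, the seventh being the chr4 amplicon at 127.3 Mb with a flank of 20 to 60 bp. Of the 84 called cytosines, 82 were called after centring each library on its median, 80 on the percent scale and 75 with a difference of at least 10 points. The centring moved the median by 0.0735 log2 units of odds between genotypes. Replicate numbers did not pair the samples, as the correlations of deviations between same-numbered libraries were −0.075, 0.048 and −0.166. With the replicate number as a block, 16 cytosines were called lower, all 68 calls were among the 84, and 0 flanks were called lower. With it the chr5 amplicon mean, the outer cytosine named at 127.3 Mb and both called cytosines nearest a motif centre were not called either.

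The count of called footprints, 0 in the reported analysis, was 2 after centring, 2 within 10 bp, 3 on the percent scale, 3 with fractions kept within 0.05 and 0.95, 4 within 25 bp and 4 with the centre at the cytosine of highest WT signal. The 25 bp footprint takes in flank cytosines by construction, and there the footprint difference became positive at the chr1 (14.5 points), chr19 (14.7), chr5 (1.56) and at the chr4 amplicons at 131.5 Mb (5.38) and 155.1 Mb (15). The WT peak can lie off the motif, and with it the difference became 36.0 points at the chr1 amplicon, where the height changed by 0.115 points, 1.85 at the chr4 amplicon at 131.5 Mb and −22.8 at the chr19 amplicon, which was then called. Centring turned the chr16 footprint difference to −0.0583 points, far within its spread.

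The lower flank call at the chr16 amplicon went to 0 with a flank of 20 to 60 bp, with the WT peak as centre and, by construction, without that amplicon. The 16 to 50 bp difference was 28.8 points with equal weight for amplicons and 34.1 without the chr16 amplicon, where the 51 to 100 bp difference was 25.6. The cause was not tested where none is named.

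Across the 6 fits that each left out 1 library, lower cytosine calls ranged from 15 to 25, called footprints from 0 to 1 and lower flank calls from 0 to 1. Footprint differences that changed sign ranged from −1.61 to 2.50 points at the chr16 amplicon, from −0.226 to 0.47 at the chr4 amplicon at 127.3 Mb and from −6.21 to 3.87 at the chr19 amplicon. The amplicon mean difference at 127.3 Mb ranged from −2.47 to 0.638. At the cytosine nearest the motif centre the difference ranged from −0.761 to 3.71 points (chr16), from −0.535 to 0.144 (127.3 Mb), from −7.59 to 2.17 (chr19), from −3.74 to 0 (131.5 Mb) and from −6.84 to 0.16 (chr5).

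Counting each value of a single locus or cytosine once per alternative, 32 lost their call and 17 gained one in the same direction, those named above and in the results included. The unknown depth limits all values, since no counting error could be set beside the replicate spread.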

Other observations

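All tests in this part were chosen after the results they bear on had been seen.

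Of the 10 splits of the 6 libraries into 3 and 3, 1, the real split, gave as many called cytosines as were found between genotypes, and the same held for 1 split each on amplicon means, flanks and footprint heights. In the 9 others no cytosine was called, and between 0 and 9 cytosines had an unadjusted p under 0.05. Each of these 9 splits mixes the genotypes, so any genotype difference widens the spread within its groups and holds its calls down. The lack of cytosine calls there was thus largely set in advance. For the footprint the real split gave 0 calls, so all 10 splits gave at least as many by construction, and this comparison tests nothing. Among the others, WT replicates 1 and 2 with BptfΔ replicate 3 against the rest gave 3 footprint calls. With 3 libraries per genotype a share under 0.1 cannot be reached, so these counts of splits alone cannot exclude a grouping by chance.

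The changes ran in both directions within an amplicon. At 7 of 8 amplicons some cytosines were called higher and others lower in BptfΔ, with most gains in the flank and most losses in the outer part. A difference in overall enzyme activity between the libraries would move all cytosines one way, so these 7 amplicons argue against it as the whole cause. A difference between the cell clones other than the Bptf deletion stays open, since each genotype was represented by a single line. The amplicons without any called cytosine (1 of 8) do not bear on it, as a locus spared by the deletion and a locus spared by a clone difference look the same.

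The loss of outer protection varied with distance. The mean signal was 68.8% ± 0.585 in WT and 68.3% ± 2.69 in BptfΔ from 100 to 130 bp (exact permutation p = 0.9), where 2 cytosines were called higher and 3 lower, and fell from 84.4% ± 0.56 to 70.7% ± 2.50 from 130 to 160 bp and from 80.9% ± 0.773 to 66.7% ± 2.05 beyond (exact permutation p = 0.1 each). Beyond 130 bp the change was −26.3 points at the chr4 amplicon at 155.1 Mb (3 cytosines), −22.0 at the chr5 amplicon (2), −21.8 at the chr19 amplicon (4), −20.9 at the chr4 amplicon at 131.5 Mb (11) and −14.6 at the chr1 amplicon (5). It was −6.52 points at the chr4 amplicon at 127.3 Mb (exact permutation p = 0.2) and 0.631 at the chr3 amplicon (exact permutation p = 1), where 1 of the 3 cytosines was called higher and the change over all outer cytosines was 5.04 points. Less regularly placed nucleosomes in BptfΔ are a candidate explanation, since outer and flank signals then approach a common level. The study reported from MNase-seq that nucleosome phasing was reduced in BptfΔ, mainly at distal accessible sites with bound CTCF. Those are averages over many sites and do not test the loci here one by one. The spread across cytosines shows the approach to a common level, but it restates the same flank and outer changes. The SD of the signal across cytosines outside the footprint fell from 30.5 ± 0.902 to 5.73 ± 0.48 points at the chr1 amplicon and from 33.1 ± 0.911 to 13 ± 1.84 at the chr4 amplicon at 155.1 Mb, against 9.28 ± 0.238 and 10.4 ± 1.02 at the chr16 amplicon. A loss of signal at the amplicon ends might also lower outer values. The outer change was −1.26 points at the chr16 amplicon (exact permutation p = 0.4) and 5.04 points at the chr3 amplicon. Each of them has only 6 outer cytosines, and the mean outer signal was lower in BptfΔ at the other amplicons. These values therefore do not decide whether signal was lost at the ends. Averages per cytosine were used here, so the placement of nucleosomes on single molecules was not tested.

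A high signal over the motif can come from CTCF or from a nucleosome, and the kept footprints raise the question of which. The study measured CTCF binding by ChIP-seq, which was not used here. The chr16 amplicon, which had the lowest footprint height in WT, served as a reference for closed DNA. It is not flat, since its footprint stood 10.05 ± 2.09 points above its flank in WT and 13.8 ± 4.54 in BptfΔ. The share of molecules that would have to take its profile was set from the flank of each BptfΔ library, and the footprint expected from that mixture was compared with the measured one. That share came out above 100% in each BptfΔ library at the chr1 amplicon and the chr4 amplicon at 155.1 Mb, and in 1 library each at the chr3 and chr5 amplicons and the chr4 amplicon at 131.5 Mb, and it was held at 100% in these cases. At the chr3 and chr5 amplicons and the chr4 amplicon at 131.5 Mb the measured footprint lay above the mixture in each of the 3 BptfΔ libraries, by at least 3.46 points, with a mean excess of 6.85 ± 2.94, 6.76 ± 1.5 and 13.8 ± 3.31 points in that order. This argues against a mixture with exactly the chr16 profile as the whole account of these 3 footprints. A factor that stays on the motif between closed flanks may contribute, but closed DNA at these loci may have another profile. At the chr5 amplicon the mean outer signal in WT was 91.5% ± 7.35, against a BptfΔ footprint of 90.0% ± 4.29. The excess at chr5 therefore cannot tell such protected DNA from a bound factor. The WT outer mean was 87.9% ± 3.96 at the chr4 amplicon at 131.5 Mb, below its BptfΔ footprint of 97.1% ± 2.52. At the chr3 amplicon it was 63.8% ± 2.45, below 90.3% ± 1.68. The loci share the same chr16 values and are not independent. At the chr4 amplicon at 155.1 Mb the excess was 7.84 ± 3.99 points, also positive in each library, but flanks above the chr16 level leave no mixture to test there. At the chr1 amplicon the excess was −6.01 ± 4.07 points, negative in each BptfΔ library (−9.84 to −1.74 points). In WT its footprint (79.9%) already lay within the spread of the chr16 level (80.1% ± 1.61), so the 2 states cannot be told apart there. Its mean BptfΔ footprint (74.8%) lay below both, so no share of the mixture gives it. The mixture thus fails at chr1 by about as much as the excess at the chr3 and chr5 amplicons. A misfit of that size can therefore come from the reference alone. At the chr19 amplicon the excess was 2.32 ± 10.5 points, positive in 2 libraries and negative in BptfΔ replicate 3, which leaves that locus open too.

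BptfΔ replicates varied more than WT replicates at 7 of 8 amplicons, for example with 8.29 against 2.33 points of median SD at the chr3 amplicon. Among the 181 tested cytosines, at 2 amplicons, chr19 and chr4 at 131.5 Mb, some cytosines of 1 library share exactly the same fraction, up to 60% of the cytosines of the latter in BptfΔ replicate 3. Few distinct molecules behind these values are a possible explanation, which stays open because the depth is unknown. These repeats do not account for the wider BptfΔ spread, because all 6 amplicons without a repeated value among the tested cytosines, on which the spread was computed, showed it as well. With the cytosines left out of the tests counted, 4 of these 6 also hold a repeated value. Values nearer the middle of the percent scale in BptfΔ could contribute. On the log2 odds scale the median SD was 0.35 in WT and 0.39 in BptfΔ, a ratio of 1.12, which is smaller than on the percent scale but above equality, and no test decided between these.

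The flank gain tended to be larger upstream of the motif, on the 5′ side of its strand. Over 20 to 100 bp, 5 of the 6 amplicons that lost height gained more upstream, and the mean difference over all 6 was 13.3 points (two-sided exact sign-flip permutation p = 0.0938). Cytosines lie at other distances on the 2 sides, which may produce this, and within 20 to 60 bp the difference was 2.18 points (exact sign-flip permutation p = 0.562) with 4 of 6 amplicons larger upstream. The flank also holds cytosines close to the motif that were already protected in WT and had little room to gain. At the chr4 amplicon at 131.5 Mb, which gained less upstream, the cytosine at −22 bp stood at 96.9% in WT and 97.3% in BptfΔ. At the chr5 amplicon the cytosine at −21 bp stood at 87.1% and 82.3%, and the downstream one at 21 bp at 67.2% and 77.0%. An asymmetry, an effect of distance and an effect of such cytosines cannot be told apart with so few cytosines per side.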
